# Decreased synapse‐associated proteins are associated with the onset of epileptic memory impairment in endothelial *CDK5*‐deficient mice

**DOI:** 10.1002/mco2.128

**Published:** 2022-06-20

**Authors:** Zheng‐Mao Li, Xiu‐Xiu Liu, Chen Li, Zhao‐Cong Wei, Yi Shi, Heng‐Yi Song, Xiang Chen, Yu Zhang, Jia‐Wei Li, Rui‐Fang Zhu, Ben‐Hui Hu, Wei‐Feng Ye, Da Huo, Guo‐Jun Jiang, Takuya Sasaki, Li Zhang, Feng Han, Ying‐Mei Lu

**Keywords:** endothelial CDK5, mechanism, memory impairment, spontaneous epilepsy, synapse‐related proteins

## Abstract

Accumulating evidence indicates that epilepsy has a higher risk of inducing memory impairment and dementia. However, the underlying onset mechanism remains unclear. Here, we found that mice with spontaneous epilepsy induced by endothelial CDK5 deficiency exhibited hippocampal‐dependent memory impairment at 6 months of age, but not at 2 months of age. Moreover, the persistent epileptic seizures induce aberrant changes in phosphorylation of CaMKII protein in the hippocampus of spontaneous epileptic mice. Using genome‐wide RNA sequencing and intergenic interaction analysis of STRING, we found that in addition to epilepsy‐related genes, there are changes in synaptic organization pathway node genes, such as *Bdnf* and *Grin1*. The synapse‐related proteins by Western blot analysis, such as NMDA receptors (NR1 and NR2B), PSD95, and the phosphorylation of synapsin1, are progressively decreased during epileptic seizures in *Cdh5‐CreERT2;CDK5^f/f^* mice. Notably, we found that valproate (VPA) and phenytoin (PHT) augment mRNA expression and protein levels of synapse‐related genes and ameliorate memory impairment in *Cdh5‐CreERT2;CDK5^f/f^* mice. Our study elucidates a potential mechanism of memory deficits in epilepsy, and pharmacological reversal of synaptic pathology targeting might provide a new therapeutic intervention for epileptic memory deficits.

## 1 INTRODUCTION

Epilepsy is one of the most common and disabling neurological disorders.^1^, ^2^ Decreased memory has long been recognized as an epileptic comorbidity, which can occur in children with epilepsy and is more common in clinically refractory epilepsy.^3^, ^4^ Elderly individuals with new‐onset epilepsy are also at a higher risk of developing dementia, especially those with cerebrovascular diseases.^5^, ^6^ It has been reported that cognitive impairment in epilepsy is usually related to potential etiology, onset age, location and frequency, as well as antiepileptic drugs. Nevertheless, less is known about the underlying mechanism of cognitive impairment during epilepsy.

As is widely acknowledged, the hippocampus stands as an essential region responsible for the formation and consolidation of memory, which is an important cognitive process.^7^, ^8^, ^9^ The decreasing activation of mossy cells, which are glutamatergic cell populations in the hilum of the hippocampal dentate gyrus, is sufficient to hamper spatial contextual coding and induce memory deficits in chronically epileptic mice.^10^ Normal synaptic transmission plays a key role in long/short‐term memory formation,^11^, ^12^ and synaptic alterations are reported in epileptic patients and mouse model.^13^, ^14^ However, whether these changes are a cause or a consequence of epilepsy remains a mystery. Moreover, levetiracetam, as an antiepileptic drug, was reported to have a beneficial effect on cognitive networks in drug‐resistant temporal lobe epileptic patients by impeding abnormal network activation.^15^ However, the mechanism by which epilepsy contributes to hippocampal memory dysfunction remains unclear.

Recently, our previous studies have shown that brain endothelial *CDK5* deletion induces progressive reactive astrogliosis and results in the development of spontaneous epilepsy in *Cdh5‐CreERT2;CDK5^f/f^* mice.^16^ Spontaneous epileptic mice show decreased astrocytic GLT1‐mediated currents through endothelial chemokine (C‐X‐C motif), ligand 1 (CXCL1), and its receptor chemokine receptor 2 (CXCR2) in astrocytes. In the present study, LoxP/Cre strategy was used to generate endothelial‐specific *CDK5* knockout mice, and our data indicated that the mice exhibited spontaneous epilepsy accompanied by memory impairment at 6 months old. Our transcriptomic analysis indicated that synapse‐related genes and synapse‐related proteins (PSD95, NR1, and NR2B subunits of NMDA receptors) were decreased in spontaneously epileptic mice. Remarkably, the decreased expression of the NR1 and NR2B subunits of NMDA receptors was reversed by VPA and PHT co‐administration, which was associated with coordinated alleviation of memory impairment in spontaneous epileptic mice. In summary, potent pharmacological interference and synaptic function improvement may help prevent memory impairment during vasogenic epilepsy, potentially providing an important strategy for the treatment of this devastating disease.

## 2 RESULTS

### 2.1 The risk of cognitive dysfunction or dementia in patients with epilepsy

To clarify the correlation of epilepsy and memory dysfunction or dementia, a summary of all the meta‐analyses reports from epilepsy is provided in (Figure 1A). For the correlation of epilepsy and memory dysfunction or dementia, the meta‐analysis of the five case–control studies^17^, ^18^, ^19^, ^20^, ^21^ showed that the relative risk (RR) of developing memory dysfunction or dementia was 3.99 times higher (95% CI: 3.36–4.74) in epileptic cohort compared with reference cohort without epilepsy (Figure 1B). The above analysis shows that there is a considerable intersection between epilepsy and cognitive dysfunction, adding that a better understanding of the common mechanisms in these disorders may contribute to the improvement of epileptogenesis and dementia.

**FIGURE 1:**
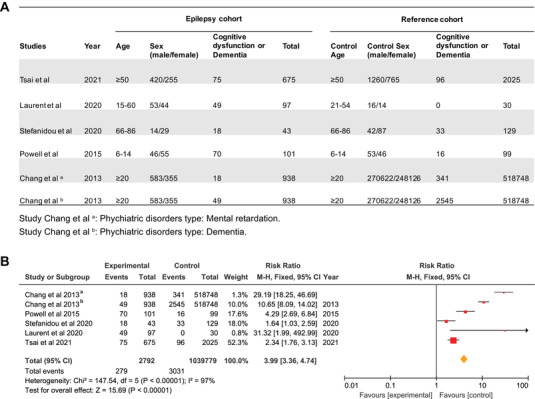
The risk of cognitive dysfunction or dementia in patients with epilepsy. (A) Characteristics of the analytic sample. (B) Results from meta‐analyses of observational and trials about the impact of associations between epilepsy and memory dysfunction or dementia analyzed through RevMan 5 software

### 2.2 Endothelial *CDK5* conditional deletion induces spontaneous epilepsy

To eliminate the effect of gene deficit on development, *Cdh5‐CreERT2;CDK5^f/f^* mice were injected intraperitoneally (IP) with tamoxifen at P30 to induce Cre activity in endothelial cells (ECs) to generate an endothelial *CDK5*‐deficient strain (Figure 2A). EEG recordings for local field potential suggested that epileptic waves were observed in the hippocampal CA1 region of *Cdh5‐CreERT2;CDK5^f/f^* mice at 6 months old but not in the cortex of both CKO and control mice (Figure 2B,C). The amplitude, power density, and percentage of total power (%) were significantly higher at the theta band (4–8 Hz) in *Cdh5‐CreERT2;CDK5^f/f^* mice than in *CDK5^f/f^* mice (Figure 2D–F). Consistent with previous results, these data suggested that endothelial *CDK5*‐deficit strain induced a spontaneous epileptic phenotype in *Cdh5‐CreERT2;CDK5^f/f^* mice.

**FIGURE 2:**
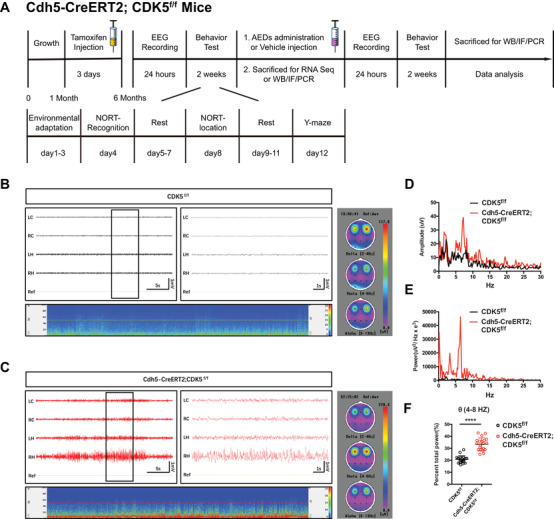
Endothelial *CDK5* deficits caused seizure in mice. (A) The schematic diagram of experimental process. (B and C) Representative EEG recording spectrogram of *CDK5^f/f^* (B) and *Cdh5‐CreERT2;CDK5^f/f^* (C) (LC: left cortex, RC: right cortex, LH: left hippocampus, RH: right hippocampus), oscillation subtypes were distinguished and analyzed, respectively, according to frequency: *δ* (0–4 Hz), *θ* (4–8 Hz), and *α* (8–13 Hz). (D and E) Amplitude (μV) and power (μV^2^/Hz × e^3^) curve were analyzed using Labchart 8 software. (F) Quantitative analysis of single subtype: *θ* (4–8 Hz)/total power ratio. ****p < 0.0001, Student's *t*‐test. Both error bars indicate the mean value ± SEM

### 2.3 Progression of epilepsy leads to impaired hippocampal‐dependent memory

To verify the potential concomitant effects of endothelial spontaneous epilepsy, several behavioral tests on memory were performed. We previously reported that *Cdh5‐CreERT2;CDK5^f/f^* mice showed an age‐dependent increase in the prevalence and frequency of seizures. Here, we checked memory behavior at 4 weeks (2‐month‐old mice) and 20 weeks (6‐month‐old mice) after tamoxifen treatment. First, in novel object recognition analysis, the decrease in the discrimination index suggested that the ability of mice to recognize either novel objects or novel locations was also impaired at 6 months old but not at 2 months old in *Cdh5‐CreERT2;CDK5^f/f^* mice (Figure 3A,B). Second, the *CDK5*‐deficient mice also exhibited a significant decrease in discrimination index of Y‐maze test at 6 months old, not at 2 months old (Figure 3C). Finally, the levels of phosphorylated CaMKII (Thr286), a critical signaling molecule in hippocampal memory formation, were also reduced in *Cdh5‐CreERT2;CDK5^f/f^* mice (Figure 3D,E). Calcineurin (CaN), a Ca^2+^‐calmodulin‐dependent serine/threonine protein phosphatase, was not changed in *Cdh5‐CreERT2;CDK5^f/f^* mice (Figure 3F,G). Collectively, these data suggest that endothelial *CDK5* knockout impairs hippocampal‐dependent memory.

**FIGURE 3:**
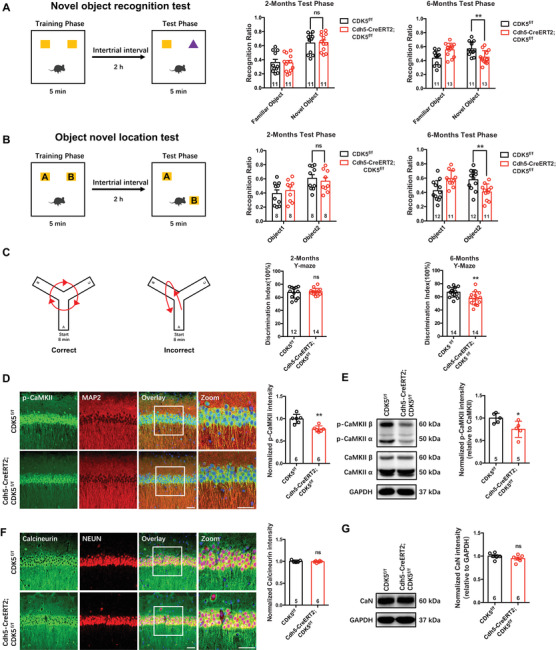
Persistent seizures lead to hippocampus‐dependent memory impairment. (A–C) Hippocampus‐dependent memory behaviors were performed in *CDK5^f/f^* and *Cdh5‐CreERT2;CDK5^f/f^* mice. The schematic diagram of novel object recognition test and the discrimination index value (A), the schematic diagram of object new location memory and the discrimination index value (B), the schematic diagram of Y‐maze and the discrimination index value (C). (D and E) Representative phospho‐CaMKII (p‐CaMKII, Thr286) (green) staining in CA1 of mice (D, left, counterstained with microtubule‐associated protein 2 [MAP2] [red] and nuclear marker DAPI [blue]) and quantification of normalized p‐CaMKII intensity (D, right, **p < 0.01, Student's *t*‐test). Representative immunoblotting bands of p‐CaMKII (Thr286), CaMKII, and GAPDH (E, left), and quantitative analyses by densitometry for p‐CaMKII, *p < 0.05 (E, right). (F and G) Representative calcineurin (CaN) (green) staining in CA1 of mice (F, left, counterstained with neuronal marker [NEUN] [red] and nuclear marker DAPI [blue]) and quantification of normalized CaN intensity (F, right, ns: not significant, Student's *t*‐test). Representative immunoblotting bands of CaN and GAPDH (G, left), and quantitative analyses by densitometry for CaN (G, right). Scale bar: 20 μm, magnified images: 50 μm

### 2.4 Endothelial *CDK5* deficiency causes aberrant changes in synapse‐related genes in the hippocampus

To inspect the molecular mechanism that contributes to memory impairment, we performed digital gene expression by whole‐genome RNA sequencing and genomics analysis on hippocampal tissue samples obtained from *Cdh5‐CreERT2;CDK5^f/f^* and *CDK5^f/f^* mice. 

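Hippocampal RNA of 1 *CDK5 f/f* mouse sample (the control library) and 1 *Cdh5-CreERT2;CDK5 f/f* mouse sample (the mutant library) was analysed here, so each genotype has a single value per gene, and no difference below has a replicate check or a p-value. *Cdh5-CreERT2* expresses a tamoxifen-inducible Cre recombinase in endothelial cells, and the floxed allele loses *Cdk5* where Cre is active. *Cdk5* itself, a kinase that neurons also express, had 1261 counts in the control library and 1257 in the mutant library, which is an FPKM of 29.9 and 30.7. The ratio was 1.03 (exact 95% counting interval 0.948 to 1.11), and in RNA of tissue with all its cell types it does not check the loss of the gene in endothelial cells. *Cdh5*, the endothelial cadherin gene whose promoter drives Cre, had 209 and 205 counts. The 17 endothelial markers measured had a median log2 ratio of -0.10 (percentile 2.73), and they did not go one way. Counting intervals lay below 1 for *Cldn5*, a tight junction gene (ratio 0.708), *Kdr*, a VEGF receptor gene (0.730), *Slco1a4*, an organic anion transporter gene (0.714), *Esam*, an adhesion gene (0.702), and the transcription factor gene *Erg*, with 85 and 38 counts (0.460, interval 0.305 to 0.682). They lay above 1 for the glucose transporter gene *Slc2a1* (1.18), *Ly6c1* (1.19) and *Vwf*, the von Willebrand factor gene (488 and 594 counts). None was past 1.5-fold on the scale of log2(FPKM + 1) used below, which shrinks the ratio of weakly expressed genes such as *Erg*. *Xist*, the RNA that silences one X chromosome in female cells, had 15070 counts in the control library and 34 in the mutant library, and the Y-linked genes *Ddx3y* and *Eif2s3y* had 0 and 2 counts in the control library and 771 and 679 in the mutant library. A difference in sex between the 2 samples cannot be separated from the genotype in any comparison below.
The libraries hold 19451827 counts (control) and 18900847 counts (mutant) assigned to genes. The submitters' processing notes name cutadapt 1.9.1, HISAT2 2.0.1, HTSeq 0.6.1 and DESeq2, and the deposited table gives raw counts per gene, the exonic length of each gene and FPKM, which is the count divided by exonic length in kilobases and scaled to the total of the library. From that table, each gene was described by the log2 ratio of FPKM + 1, mutant over control. Ratios of counts per total carry an exact 95% interval that covers counting error only, and not the spread between mice. A gene was called higher or lower when it was past 1.5-fold. For a gene list, the median log2 ratio was placed among 10000 random lists of the same size and mean expression, as a percentile that describes these libraries. The paper selected differentially expressed genes by a false discovery rate, and its heatmaps show several columns per genotype. That selection was not repeated here from 1 library per genotype. The sample labels mark the control as untreated and the mutant as tamoxifen-treated, so the treatment, like sex, cannot be separated from the genotype. The labels name the hippocampus, whereas the series text names its CA1 region.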

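Of the 55573 gene rows in the deposited table, 28479 (51.2%) had no count in either hippocampal library, and 22286 had a count in both. An FPKM of at least 1 in both libraries was reached by 13352 genes, of which 11743 are protein-coding in the GENCODE M21 annotation. Abundant transcripts included *Camk2a*, the alpha subunit of the kinase CaMKII, at an FPKM of 573 in the control library, and the actin gene *Actb* at 378. Transcripts of the mitochondrial genome made up 3.43% of the counts in the control library and 3.10% in the mutant library. Of the 4808 genes with counts in a single library, 3967 had at most 3 counts.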

Using gene expression microarrays combined with network analysis, we found 55,573 robustly expressed genes in the transcripts. A total of 1222 differentially expressed genes (DEGs; 577 upregulated genes and 645 downregulated genes) in mutant mice compared to control mice were screened (Figure 4A,B).

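The libraries of the 2 genotypes were close for most genes. Choroid plexus genes, sex-linked genes and genes with a near-identical copy were among those with the largest ratios, and immediate early genes had smaller ratios but were lower as a group. Of 14778 genes with an FPKM of at least 1 in at least one library, 539 were at least 1.5-fold higher in the mutant library, 467 were at least 1.5-fold lower, and 93.2% were within 1.5-fold. The numbers depend on the pseudocount: with 0.1 in place of 1, 929 genes were higher and 807 lower. Many of the genes past 1.5-fold had few counts. Among the 12868 genes with at least 100 counts over both libraries, 229 were higher and 114 were lower, a minimum that was chosen after the counts were seen.
All 13 markers of the choroid plexus, the secretory epithelium of the ventricles, were higher in the mutant library, with a median log2 ratio of 2.36 (percentile 100). *Ttr*, the thyroid hormone carrier transthyretin, had 2797 counts in the control library and 78546 in the mutant library (ratio 28.9, interval 27.8 to 30.0). The potassium channel gene *Kcnj13* was 21.1-fold higher (interval 14.2 to 32.5) and the folate receptor gene *Folr1* 15.8-fold higher (interval 11.0 to 23.3). *Enpp2*, which encodes autotaxin, had a log2 ratio of 2.74. Of the named genes with the largest ratios, *Cldn2* (log2 ratio 2.77) and *Mfrp* (2.76) were also higher.
Immediate early genes, which neurons transcribe within minutes of activity, were lower in the mutant library as a group: 6 of 16 were past 1.5-fold, none was higher, and the median log2 ratio was -0.43 (percentile 0). *Dusp1*, a phosphatase of MAP kinases, had 969 counts in the control library and 379 in the mutant library, a log2 ratio of -1.18. The transcription factor genes *Fos* and *Egr4* had log2 ratios of -0.77 and -0.68. All 9 heat shock genes had ratios above 1, with a median log2 ratio of 0.24 (percentile 99.99), and *Hspa5*, the chaperone of the endoplasmic reticulum, was past 1.5-fold (log2 ratio 0.76). *Pttg1*, which encodes securin, had 27 counts in the control library and 437 in the mutant library.
Some genes at both ends share sequence with a copy elsewhere, and their counts are uncertain. *Rps2* (67 and 2081 counts, control and mutant) and *Atp6v0c* (226 and 3243 counts) were higher, while their pseudogenes *Rps2-ps10* (3940 and 1891 counts) and *Atp6v0c-ps2* (5565 and 2993 counts), named after their values were seen, were lower. *Ndufs5*, a subunit of complex I, had 797 and 39 counts. *Snhg12*, *Hmgn2*, *Dcdc2b* and *Crocc*, which lie on chromosome 4 as *Ndufs5* does, had log2 ratios between -2.08 and -1.80. *Prl*, the gene of the pituitary hormone prolactin, had 236 counts in the control library and 0 in the mutant library. *Mir1191b*, *Mir6941* and *Mir199a-1*, also among the 10 lowest genes, had 12 counts or fewer in either library.

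**Figure D1:**
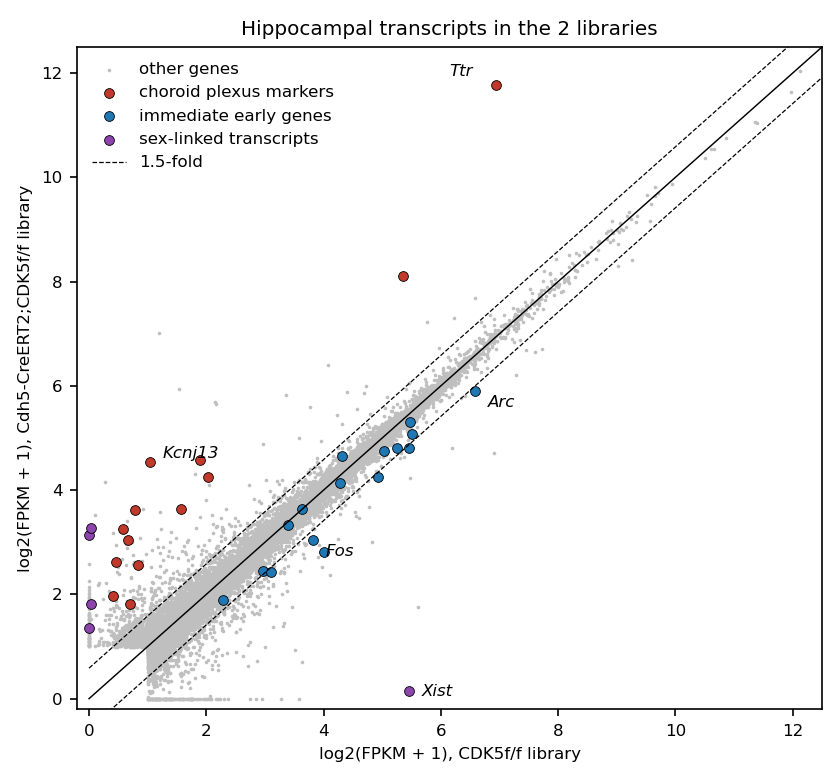
Level of each gene in the control library (horizontal axis) and in the mutant library (vertical axis), both as log2 of FPKM + 1. Each point is a gene, the solid line marks equal levels and the dashed lines 1.5-fold. The 13 choroid plexus markers lie above the upper dashed line, 6 of 16 immediate early genes lie below the lower one, and Xist lies near the horizontal axis.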

**FIGURE 4:**
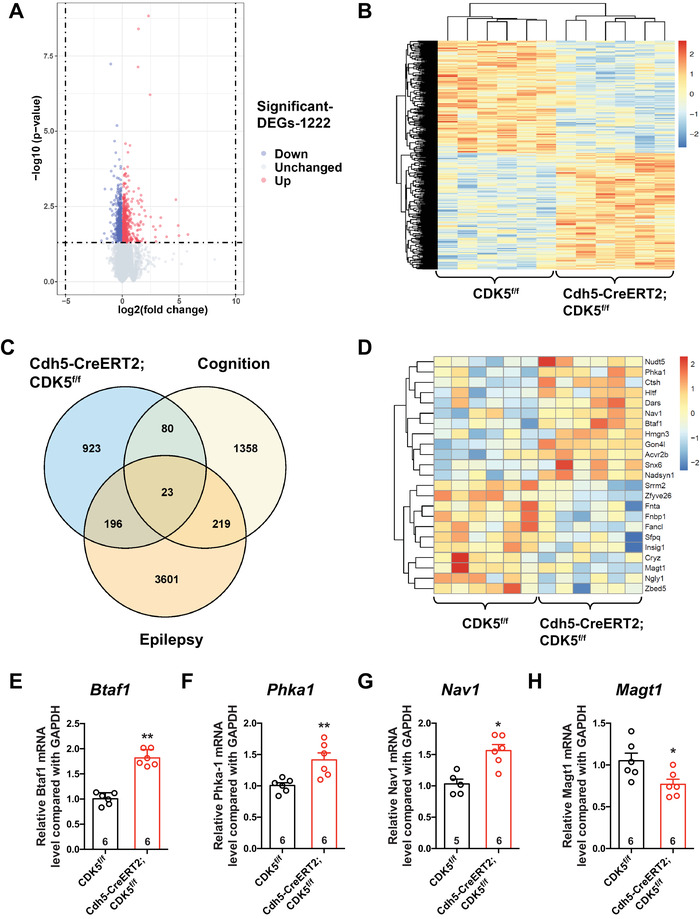
Changes of gene expression in the hippocampus of endothelial *CDK5‐*deficit mice. (A) Volcano plot of genes expression profiler. (B) Heatmap of 1222 differentially expressed genes. (C) Venn plot representing the number of intersecting genes. (D) Heatmap of 23 intersecting genes. (E–H) The relative mRNA level of indicated genes (*Btaf1, Phka1, Nav1, Magt1*) in hippocampus of *CDK5^f/f^* and *Cdh5‐CreERT2;CDK5^f/f^* mice

To explore the correlation between epilepsy and memory dysfunction caused by *CDK5* deletion in ECs, transcripts were cross‐analyzed with epilepsy (GSE60772) and memory dysfunction (GSE80312) transcripts. Eventually, we sorted 23 target genes (12 upregulated genes and 11 downregulated genes) from the cross‐analysis data (Figure 4C,D). 

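All 23 genes of Fig. 4D were measured, 12 with a ratio above 1 and 11 with a ratio below 1 in the mutant library, and none was past 1.5-fold. Log2 ratios ran from -0.31 for *Cryz*, a quinone reductase, to 0.47 for the nuclear protein gene *Gon4l*. The counting interval excluded 1 for 13 genes, 6 above and 7 below. Each gene was also placed among the log2 ratios of the 500 genes nearest to it in mean expression. Of the 23 genes, 1 lay outside the middle 95% of these, *Gon4l* at percentile 97.6. *Gon4l* had 1273 counts in the control library and 1777 in the mutant library (ratio 1.44, interval 1.34 to 1.55). *Nav1*, a neuron navigator protein that binds microtubules, lies on chromosome 1 of GRCm38 from 135434580 to 135688105. It had 2821 and 3444 counts (ratio 1.26, interval 1.20 to 1.32). *Btaf1*, a regulator of the TATA-binding protein, lies on chromosome 19 from 36926079 to 37012752 and had 982 and 1028 counts (ratio 1.08, interval 0.986 to 1.18). *Phka1*, a regulatory subunit of phosphorylase kinase in glycogen breakdown, lies on chromosome X from 102513975 to 102644246 and had 623 and 645 counts (ratio 1.07, interval 0.953 to 1.19). *Magt1*, the magnesium transporter gene, lies on chromosome X from 105968084 to 106011906 and had 292 and 315 counts (ratio 1.11, interval 0.944 to 1.31). For these 3 genes a difference was not detectable at this depth.
Among the genes with a ratio below 1, *Cryz* had 287 and 202 counts (ratio 0.724, interval 0.602 to 0.87), and *Zfyve26*, which encodes a protein of autophagy and endosomes, had 1071 and 835 (ratio 0.802, interval 0.732 to 0.879). Of 21 genes of monogenic epilepsy, including sodium channel and GABA receptor genes, none was past 1.5-fold, and their median log2 ratio was -0.03 (percentile 19.6). None of 13 magnesium transporter genes (median -0.05) or 8 genes of glycogen breakdown (median -0.12) was past 1.5-fold either. The Fig. 4D genes were chosen by the study on its own libraries, so their directions here are not independent evidence.

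**Figure D2:**
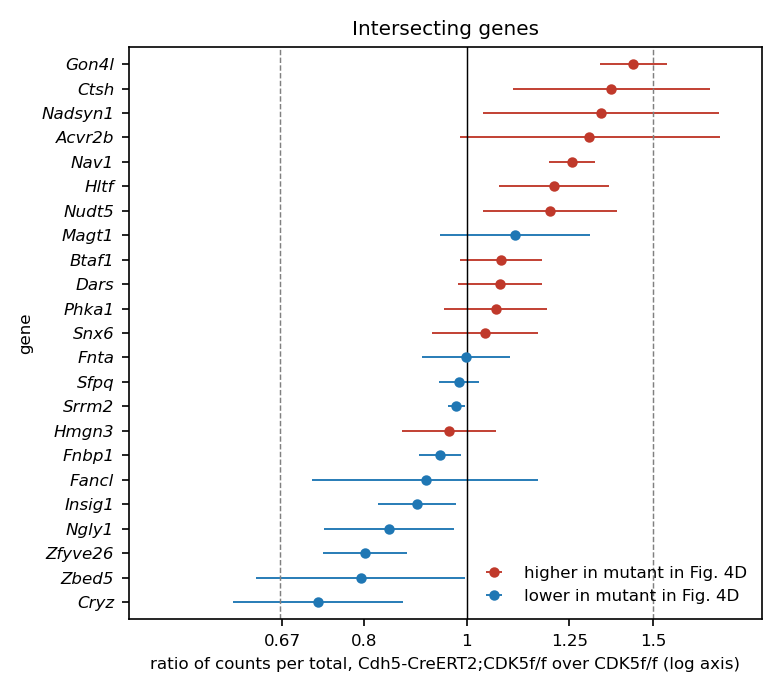
Ratio of counts per total in the mutant library over the control library for the 23 genes of Fig. 4D, on a log axis. Points are single ratios, bars are exact 95% counting intervals, dashed lines mark 1.5-fold, and colours give the direction in Fig. 4D. The highest point is Gon4l at 1.44 and the lowest is Cryz at 0.724.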

Next, we used quantitative real‐time PCR (RT‐PCR) to confirm the mRNA levels of 23 DEGs filtered from the three transcripts above. The RT‐PCR results suggested that the mRNA levels of *Btaf1*, *Phka1*, and *Nav1*, which possess a strong correlation with epilepsy, were upregulated significantly (Figure 4E–G). Accordingly, the magnesium ion transporter‐encoding gene *Magt1* was observed to have decreased mRNA levels (Figure 4H). Together, the mRNA levels of *Btaf1*, *Phka1*, *Nav1*, and *Magt*1 were related to epilepsy.

In addition, through the Gene Ontology (GO) database, the differentially expressed genes were classified by cellular component (CC), molecular function (MF), and biological process (BP), and we found that the screened differentially expressed genes were involved in the regulation of neuron‐to‐neuron synapses, postsynaptic specialization, and postsynaptic density (Figure 5A–C). 

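Genes of the postsynaptic density, the protein scaffold beneath excitatory synapses, differed little between the libraries. Of 186 genes that the deposited table annotates directly to this Gene Ontology term, 153 were measured. *Drd2*, a dopamine receptor gene, was past 1.5-fold higher with 23 counts in the control library and 71 in the mutant library. *Camk2n1*, which encodes an inhibitor of CaMKII, was past 1.5-fold lower with 15125 and 8557 counts (ratio 0.582, interval 0.567 to 0.598), and the remaining 151 were within 1.5-fold. *Camk2n1* lies on chromosome 4 of GRCm38 from 138454314 to 138460123. Between 125 and 145 Mb there, 18 of 213 genes with at least 100 counts were past 1.5-fold lower. The median log2 ratio of the 153 genes was -0.01 (percentile 10.4). For 13 genes annotated to synapse organization it was -0.06 (percentile 7.92), with none past 1.5-fold. The table annotates no gene directly to the neuron-to-neuron synapse or postsynaptic specialization terms, and its annotation of biological processes is marked as removed for 593 of the genes tested.
Outside the synapse, nuclear genes of oxidative phosphorylation had a median log2 ratio of 0.06 over 90 genes (percentile 99.97), with 4 genes past 1.5-fold higher and 1 lower. The higher genes were the cytochrome c oxidase subunits *Cox7a2*, with 418 and 824 counts, *Cox6b2* (27 and 51), *Cox7b2* (5 and 13) and *Cox8b* (2 and 14), which is also in a list of choroid plexus genes. The lower gene was *Ndufs5*, which is within 1.5-fold once the counts of its copy *BC002163* are added. The 12 mitochondrially encoded genes measured had a median of -0.12 (percentile 0.44), and *mt-Nd1* had a log2 ratio of -0.34. For 86 cytosolic ribosomal protein genes the median was 0.05 (percentile 98.9), with 6 higher and 4 lower. Many of these have near-identical copies in the genome. No autophagy gene of 24 and no proteasome gene of 34 was past 1.5-fold.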

After further enrichment analysis of the synaptic organization pathway by KEGG signaling pathway, 38 differential genes were obtained. 

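All 38 genes of Fig. 5D were measured, and 19 had a ratio above 1 and 19 a ratio below 1 in the mutant library. None was past 1.5-fold, and log2 ratios ran from -0.38 for *Igsf21*, a synaptic adhesion gene, to 0.32 for *Ntng1*, which encodes the axonal adhesion protein netrin-G1. The counting interval lay above 1 for 12 genes, below 1 for 6 and included 1 for 20. Among the 500 genes nearest in mean expression, 1 of the 38 lay outside the middle 95%, *Igsf21* at percentile 1.2. *Ntng1* had 750 counts in the control library and 951 in the mutant library (ratio 1.30, interval 1.18 to 1.44), *Cdh8*, a cadherin of synaptic contacts, 956 and 1167 (ratio 1.26, interval 1.15 to 1.37), and *Insr*, the insulin receptor gene, 1038 and 1252 (ratio 1.24, interval 1.14 to 1.35). *C1qa*, a complement gene of microglia, had a log2 ratio of 0.27. On the other side, *Igsf21* had 623 and 455 counts (ratio 0.752, interval 0.665 to 0.85), *Lrp4*, an agrin receptor, 1076 and 881 (ratio 0.843, interval 0.77 to 0.922), and *Adgrb2*, an adhesion receptor, 14619 and 13023 (ratio 0.917, interval 0.895 to 0.939). *Igsf21*, *Adgrb2* and also *C1qa*, which goes the other way (ratio 1.22, interval 1.09 to 1.35), lie on chromosome 4 between 129984870 and 140246784. This is in the stretch where 18 of 213 genes were past 1.5-fold lower. The study chose these genes on its own libraries.

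**Figure D3:**
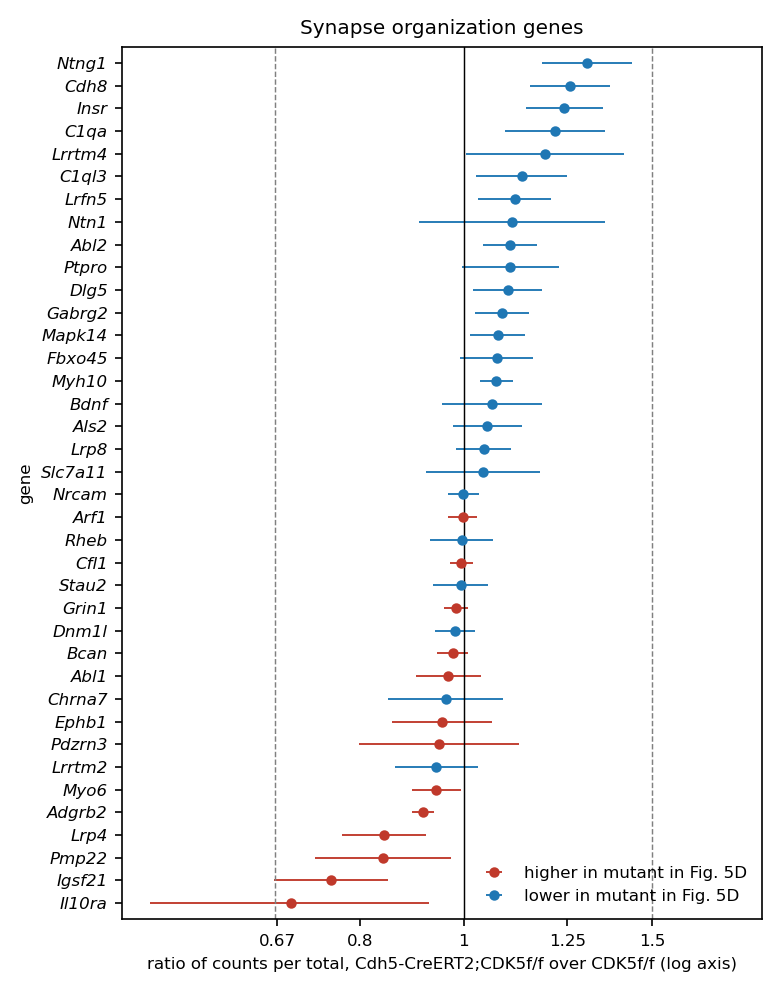
Ratio of counts per total in the mutant library over the control library for the 38 genes of Fig. 5D, on a log axis. Points are single ratios, bars are exact 95% counting intervals and dashed lines mark 1.5-fold. Colours give the direction in the heatmap of Fig. 5D, as read by eye. The paper's text gives the reverse direction if its groups of 13 and 25 genes are matched to the heatmap by size. The highest point is Ntng1 at 1.30 and the lowest is Il10ra at 0.689.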

Genes involved in the synaptic organization pathway were screened, among which 13 genes were decreased and 25 genes were increased (Figure 5D). Through gene‐to‐gene interaction analysis by STRING, we found that *Bdnf* ^22^, ^23^ and *Grin1* ^24^, ^25^ were two important node genes in the synaptic organization pathway (Figure 5E). 

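*Grin1*, which encodes the obligatory NR1 subunit of NMDA receptors, lies on chromosome 2 of GRCm38 from 25291181 to 25319187. It had 11619 counts in the control library and 11112 in the mutant library, an FPKM of 61.6 and 60.6. The ratio was 0.984, with a counting interval of 0.959 to 1.01 that includes 1. *Bdnf*, which encodes the neurotrophin BDNF, lies on the same chromosome from 109674700 to 109727007 and had 672 and 694 counts, an FPKM of 5.56 and 5.91. Its ratio was 1.06 (interval 0.954 to 1.18). Neither gene differed by more than its counting error. Of 8 activity-regulated neuropeptide and growth factor genes measured, *Bdnf* among them, none was past 1.5-fold, and their median log2 ratio was 0.01. A list of 8 genes around the mTOR pathway, some of which, such as *Rheb* and *Insr*, are in Fig. 5D, had a median of 0.04, again with none past 1.5-fold.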

*Grin1* mRNA was downregulated in *Cdh5‐CreERT2;CDK5^f/f^* mice, and *Bdnf* mRNA was upregulated (Figure 5F,G). Therefore, out data suggest that aberrant changes in synapse‐related genes in the hippocampus might contribute to the memory impairment in endothelial *CDK5*‐deficiency mice.

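Transcripts of synaptic receptors and scaffolds lay slightly below 1 in the mutant library for most groups, and no member of these groups was past 1.5-fold on the scale of log2(FPKM + 1). Of 12 GABA-A receptor subunits, which form the main inhibitory receptors, 9 had ratios below 1, with a median log2 ratio of -0.09 (percentile 1.87, and 8.38 for the 10 with an FPKM of at least 5). *Gabra2* had 3452 counts in the control library and 2212 in the mutant library (ratio 0.659, interval 0.625 to 0.696). Postsynaptic scaffold and adhesion genes had a median of -0.06 over 24 genes (percentile 2.71), and *Dlgap3*, on chromosome 4, had a log2 ratio of -0.16. Presynaptic vesicle genes had a median of -0.05 over 18 genes (percentile 7.39), with *Slc17a7*, the vesicular glutamate transporter, at -0.16. AMPA and kainate receptor subunits had a median of -0.06 over 9 genes (percentile 13.4). Of 6 NMDA receptor subunits measured, 3 had ratios above 1, led by *Grin2d* with a log2 ratio of 0.38. In the same libraries, markers of dentate granule cells had a median log2 ratio of -0.13 (percentile 1.38) and markers of interneurons 0.10 (percentile 97.7). Neither holds under every setting tried: the dentate list stayed outside the middle 95% of random lists in 4 of 6 other settings, with a median of -0.05 at an FPKM of at least 5, and the interneuron list in 2 of 6. The paper, from its own differentially expressed genes and RT-PCR, proposes that altered synaptic genes take part in the memory deficit of the mice.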

**FIGURE 5:**
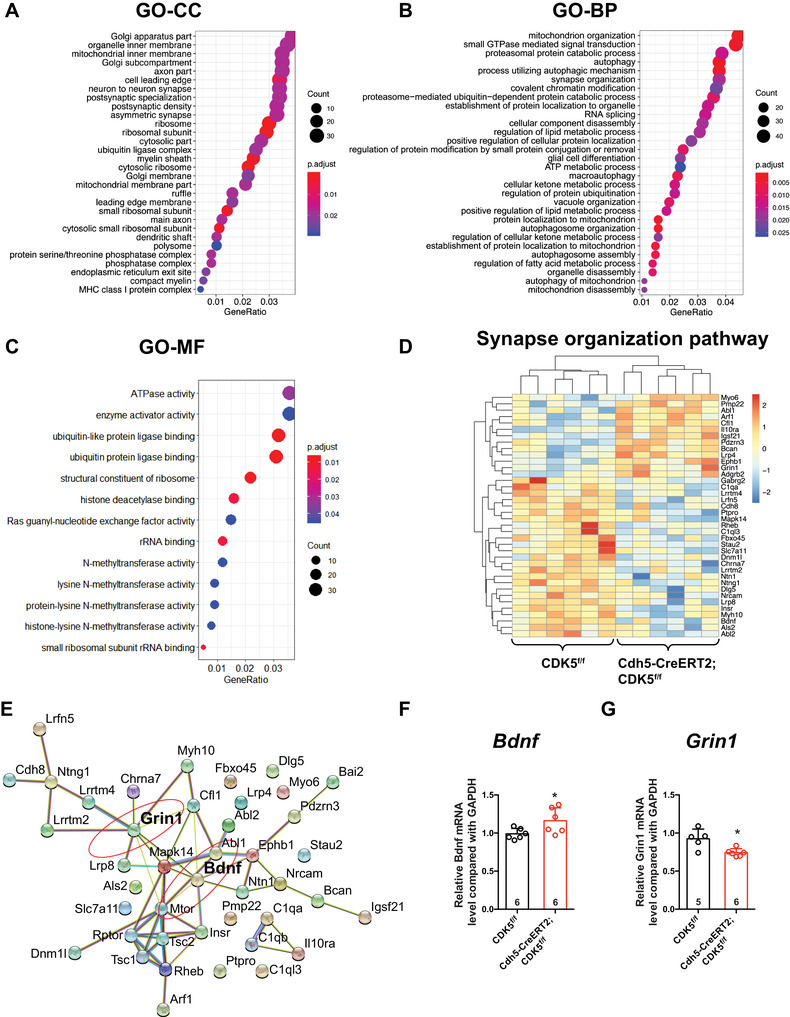
Endothelial *CDK5* deficiency causes changes of synapse‐related gene in hippocampus. (A) Cellular component analysis. (B) Biological process analysis. (C) Molecular function analysis. (D) Heatmap of synapse organization pathway genes. (E) Protein–protein interaction (PPI) network of synapse organization pathway genes. (F and G) The relative mRNA level of *Grin1* and *Bdnf* genes of hippocampus in both strains. *p < 0.05, **p < 0.01, Student's *t*‐test. All error bars indicate the mean value ± SEM

### 2.5 Expression of synapse‐related proteins decreased in the hippocampus of *Cdh5‐CreERT2;CDK5^f/f^* mice

To examine whether structural proteins of neuronal synapses were changed in the hippocampus of *Cdh5‐CreERT2;CDK5^f/f^* mice, we analyzed the protein levels of Synapsin1 (a presynaptic marker) and PSD‐95 (a postsynaptic marker in excitatory neurons). The immunofluorescence data showed that the phosphorylation of Synapsin1 and the protein level of PSD95 were significantly decreased (Figure 6A,B). Similar to the immunofluorescence data, the Western blot data showed that the protein level of Synapsin1 had no change, but p‐Synapsin1 significantly decreased in *Cdh5‐CreERT2;CDK5^f/f^* mice at 6 months of age (Figure 6D), which suggested that phosphorylation‐dependent regulation of synaptic vesicle clusters was decreased. Moreover, PSD95 and synaptic receptors (NR1, NR2B) were dampened in *Cdh5‐CreERT2;CDK5^f/f^* mice (Figure 6D,F,G), and GluR1 and p‐GluR1 showed no changes (Figure 6E). However, immunofluorescence staining data show that the number of hippocampal neurons was not changed in the CA1, DG, or CA3 regions (Figure S1A,B). Synaptic activation is a key link in a chain of molecular and biochemical events involved in memory formation.^11^, ^12^ Together, the progression of epilepsy‐impeded setup of synaptic proteins is close correlated with memory impairment in endothelial *CDK5*‐deficiency mice.

**FIGURE 6:**
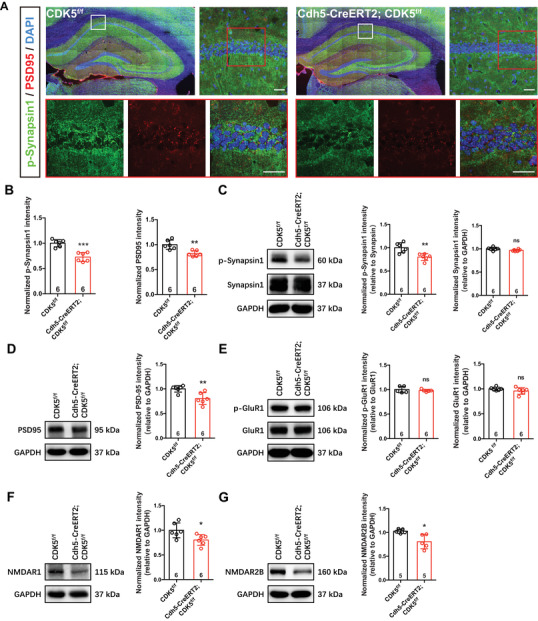
Synapse‐related proteins decreased in hippocampus of *Cdh5‐CreERT2;CDK5^f/f^* mice. (A and B) Representative p‐Synapsin1 (green) and PSD95 (red) staining in hippocampus of mice (A, counterstained with DAPI [blue], top right, scale bar: 20 μm; bottom, scale bar: 50 μm) and quantification of normalized p‐Synapsin1 and PSD95 intensity (B) (**p < 0.01, ***p < 0.001, Student's *t*‐test). (C and D) Representative immunoblots of synapse structure‐related proteins p‐Synapisn1/Synapsin1 (C) and PSD95 (D), and quantitative analyses by densitometry (**p < 0.01, ns: not significant, Student's *t*‐test). (E–G) Representative immunoblots of synapse receptors NMDARs (NR1 and NR2B) (F and G) and GluR1/phospho‐GluR1 (p‐GluR1) (E), and quantitative analyses by densitometry (*p < 0.05, **p < 0.01, ns: not significant, Student's *t*‐test, NR2B, *n* = 5; NR1, GluR1/p‐GluR1). All error bars indicate the mean value ± SEM

### 2.6 Antiepilepsy drugs alleviated seizures, improved memory, and aligned with normalized synaptic protein levels

VPA is one of the most widely used anticonvulsant and mood‐stabilizing agents for treating epilepsy.^26^ PHT is the recommended second‐line intravenous anticonvulsant for the treatment of pediatric convulsive status epilepticus.^27^ To explore whether VPA and PHT alleviate spontaneous epileptic seizures, EEG recordings were performed after intraperitoneal injection of VPA for 7 consecutive days. The data showed that VPA or VPA+PHT treatment attenuated epileptic seizures in *Cdh5‐CreERT2;CDK5^f/f^* mice, and the power of the theta band (4–8 Hz) was also decreased significantly after VPA or VPA+PHT administration (Figure 7A–D). Although the number of spontaneous recurrent seizures (SRSs) at 24 h and the total time of SRS at 24 h did not change (Figure 7E,F), the average time of SRS changed significantly after VPA or VPA+PHT administration compared to CKO+vehicle, and there was no difference between VPA and VPA+PHT treatment (Figure 7G).

**FIGURE 7:**
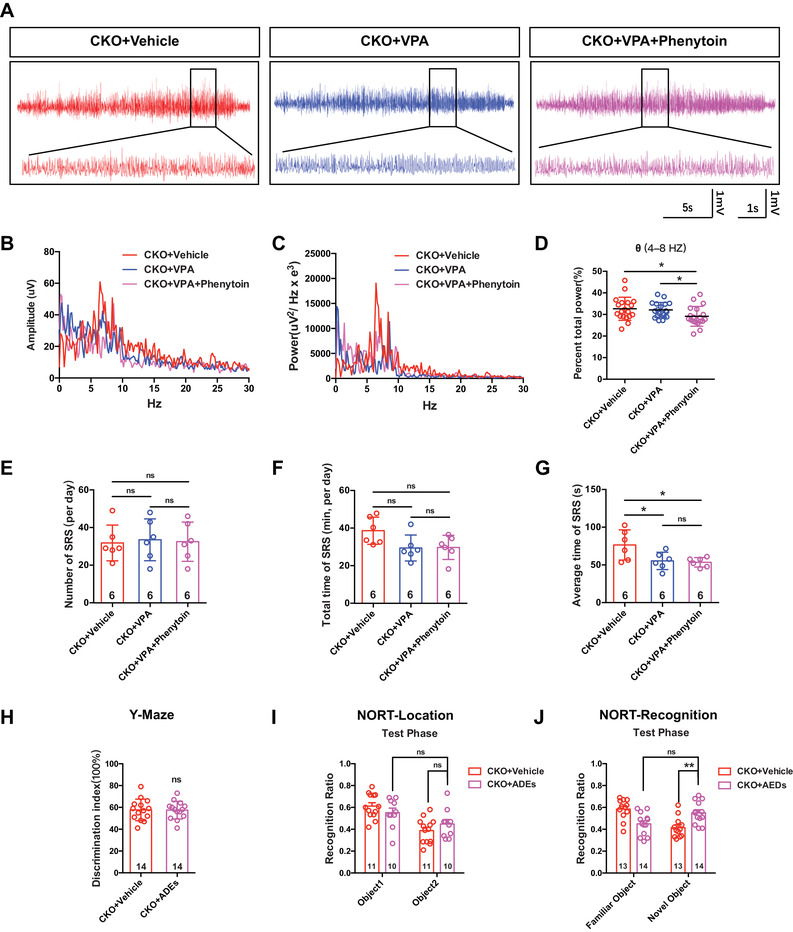
Antiepilepsy drugs alleviated seizure and ameliorate memory. (A) Representative EEG recording spectrogram for 24 h in *Cdh5‐CreERT2;CDK5^f/f^* mice administered with valproic acid (VPA, 300 mg/kg/day) or with VPA (300 mg/kg/day) combined phenytoin (PHT, 30 mg/kg/day) for 7 days consecutively. (B and C) Amplitude (B) and power curve (C) were analyzed using Labchart 8 software. (D) Quantitative analysis of single subtype: *θ* (4–8 Hz)/total power ratio (*p < 0.05, two‐way ANOVA). (E–G) The spontaneous recurrent seizure (SRS) was analyzed using Labchart 8 from aspects of average duration (E), total times per day (F), and total duration per day (G) (E–G, *p < 0.05, ns: not significant, two‐way ANOVA). (H–J) Memory behavioral tests were performed. Y‐maze (H), novel object recognition (I), and object new location recognition (J) (*p < 0.05, **p < 0.01, ns: not significant, (H) Student's *t*‐test, (I and J) two‐way ANOVA). All error bars indicate the mean value ± SEM

To verify whether antiepileptic drug administration ameliorates memory deficits, we conducted Y‐maze and novel object recognition tests (NORT) after antiepileptic drugs (AEDs, VPA+PHT) treatment. The data showed that AEDs administration improved the NORT object recognition ability (Figure 7J), but had no effects on the Y‐maze or NORT location behaviors (Figure 7H,I). Moreover, the phosphorylation of CaMKII also increased after AEDs treatments, as shown by Western blot and immunofluorescence staining analyses (Figure 8A,B).

**FIGURE 8:**
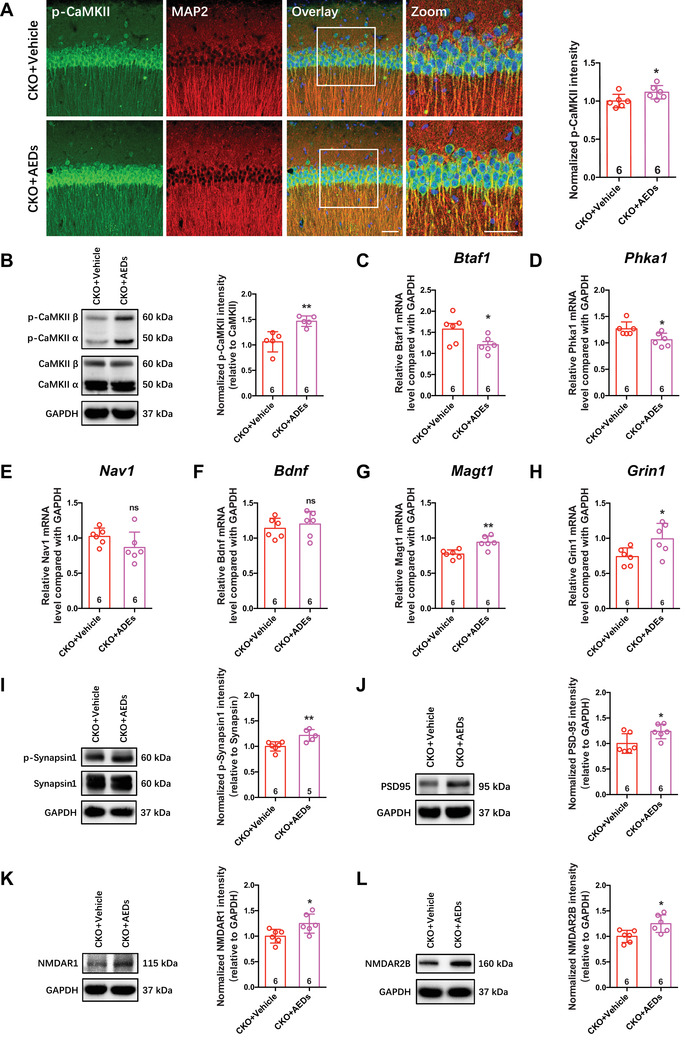
Antiepilepsy drugs increased synaptic proteins level. (A and B) Representative p‐CaMKII (Thr286) (green) staining in CA1 of mice (A, left, counterstained with MAP2 [red] and DAPI [blue], scale bar: 20 μm, magnified images: 50 μm) and quantification of normalized p‐CaMKII intensity (B, right, *p < 0.05, Student's *t*‐test). Representative immunoblotting bands of p‐CaMKII (Thr286), CaMKII and GAPDH, and quantitative analyses by densitometry for p‐CaMKII (B). (C–G) The relative mRNA level of indicated genes in hippocampus. *Btaf1* (C), *Phka1* (D), *Nav1* (E), *Bdnf* (F), *Magt1* (G), and *Grin1* (H) (*p < 0.05, **p < 0.01, ns: not significant, Student's *t*‐test). (I–L) Representative immunoblotting bands of synapse‐related proteins in hippocampus and quantitative analyses by densitometry (*p < 0.05, **p < 0.01, Student's *t*‐test). All error bars indicate the mean value ± SEM

Moreover, to clarify the effects of AEDs on the mRNA levels of epilepsy‐related and synapse‐related proteins in *Cdh5‐CreERT2;CDK5^f/f^* mice, the mRNA levels of *Btaf1, Phka1*, *Nav1*, *Bdnf*, *Magt1*, and *Grin1* were confirmed by qRT‐PCR. Antiepileptic drug administration decreased the expression of *Phka1* and *Btaf1* and elevated the expression of *Grin1* and *Magt1* (Figure 8C–H). Finally, we tested the protein concerning synaptic structure and its receptors. Western blot data indicated that AEDs restored the protein levels of the synaptic structure‐related proteins p‐Synapsin1/Synapsin1 and PSD95 and the synaptic receptors NR1 and NR2B (Figure 8I–L).

Hence, AEDs exerted a therapeutic effect on vasogenic epilepsy derived from endothelial *CDK5* loss, which results in downregulating epilepsy‐related *Phka1* and *Btaf1* and upregulating synaptic function‐related *Grin1* and *Magt1*. We speculate that improvement of memory and improved phosphorylation of CaMKII in the hippocampus may be associated with restoration of synaptic structural components p‐Synapsin1 and PSD95, as well as synaptic receptors NR1 and NR2B function.

## 3 DISCUSSION

To date, the mechanism of memory deficits in epilepsy remains unclear. An imbalance of synaptic excitation and inhibition is considered to be the basis of epilepsy; however, whether the imbalance leads to memory impairment is also unclear. Here, clinical meta‐analysis of epilepsy patients showed that the risk of memory impairment or dementia was higher in epilepsy patients than in controls. We utilized the spontaneous epilepsy model to discover that persistent epileptic seizures induce memory deficits by memory behavior analysis. Accordingly, synapse‐related gene and protein changes were found in the hippocampus of *Cdh5‐CreERT2;CDK5^f/f^* mice. More importantly, AEDs treatment increased synaptic protein levels and partly ameliorated memory dysfunction.

In adult hippocampus, *CDK5* modulates synaptic plasticity, memory formation, and long‐term behavioral changes.^28^, ^29^ Neuronal hyperactivation of *CDK5* has been reported to be involved in the pathological process of many neurodegenerative diseases, including AD.^30^, ^31^ Here, we found that endothelial *CDK5*‐deficit mice exhibited memory impairment and decreased phosphorylation of CaMKII after tamoxifen treatment for 20 weeks and not for 4 weeks. Long‐term potentiation (LTP) has an important role in hippocampus‐dependent learning and memory and plays a basic role in memory processes.^32^, ^33^ CaMKII is a key protein kinase in hippocampal neural plasticity and memory.^34^, ^35^ The enzyme CaMKII can be autophosphorylated at T286 on the alpha subunits and at 287 on the beta subunits,^36^ which makes CaMKII activity persist even after the calcium concentration drops to baseline levels.^37^ The persistent activation of CaMKII is sufficient to trigger LTP, and CaMKII activation is necessary for LTP. In epileptic *Cdh5*‐*CreERT2;CDK5^f/f^* mice, although the total protein level of CaMKII had no change and no neurons were lost, autophosphorylated CaMKII decreased, which may play an important role in memory deficits caused by epilepsy.

NMDARs, as glutamate receptors, are blocked by Mg^2^^+^ ions, which are only removed when neurons depolarize. MagT1 is located in the cell membrane and facilitates Mg^2+^ influx, which maintains intracellular Ca^2+^ levels and protects neurons from hyperexcitatory Ca^2+^ overload.^38^ Here, we showed that the decreased mRNA level of *MagT1* may contribute to seizures in *CDK5*‐deficient mice. On the other hand, LTP maintenance requires different downstream molecular events, such as CaMKII activation, PSD, NR2B, NR1, and AMPAR.^39^ Activated CaMKII diffuses to the synapse and specifically binds to NR2B, which plays a key role in LTP induction and learning.^40^, ^41^ Moreover, PSD95, which is present in excitatory synapses, stabilizes the surface expression of NMDAR and is necessary for CaMKII,^42^ NMDAR, and CaMKII–NMDAR complex binding in the postsynaptic membrane.^43^ In the present study, transcriptomics analysis revealed synaptic gene changes, which were also verified by decreased protein levels of PSD95, NR1, and NR2B in tamoxifen‐treated *Cdh5‐CreERT2;CDK5^f/f^* mice. 

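The transcripts of the blotted synaptic proteins were all within 1.5-fold between the 2 hippocampal libraries. *Dlg4*, the gene of PSD95, had 14325 counts in the control library and 13675 in the mutant library (ratio 0.982, interval 0.96 to 1.01). *Grin2b*, the gene of NR2B, lies on chromosome 6 of GRCm38 from 135713233 to 136173511 and had 9407 and 8345 counts (ratio 0.913, interval 0.886 to 0.94). The intervals lay below 1 also for *Syn1*, a synaptic vesicle phosphoprotein (ratio 0.897), and for *Camk2a* (ratio 0.92). The same held for the catalytic subunits of calcineurin *Ppp3ca* (ratio 0.864) and *Ppp3cb* (ratio 0.962, interval 0.927 to 0.998). For the AMPA receptor subunit gene *Gria1* the ratio was 1.00 (interval 0.985 to 1.02) and for *Camk2b* 0.993 (interval 0.977 to 1.01), both within counting error. Of 8 genes of CaMKII and calcineurin, 7 had ratios below 1, with a median log2 ratio of -0.10. These counts describe RNA of 1 mouse sample per genotype and give no measure of protein. The paper's blots used extracts of the CA1 region, whereas the sample labels here name the hippocampus.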

Decreased protein levels of PSD95, NR1, and NR2B affect the formation and maintenance of hippocampal neural plasticity, resulting in memory impairment. The ATP release/CD73/A2AR pathway preceded and related with synaptic dysfunction and neuronal damage.^44^ Therefore, it is of interest to further address the role of metabolic changes in the context of vasogenic epilepsy in the future.

PHT and VPA are clinical first‐line antiepileptic drugs. PHT is used to control seizures by modulating voltage‐gated sodium channels,^45^ and VPA is effective in most seizure types.^46^ According to our study, VPA treatment, or combination with PHT, could decrease epileptic gene mRNA expression and alleviate seizures. VPA is approved for the treatment of mania associated with manic depression, epileptic seizures, and migraine headaches.^26^ However, the mechanism of VPA remains unknown. Interestingly, we found that VPA treatment increased the phosphorylation of CaMKII and the protein levels of NR2B, NR1, and PSD95, which may contribute to improve memory behaviors. Nevertheless, the mechanism of VPA on synapses needs to be explored in the future.

In summary, our data indicated that the mice exhibited memory impairments in the process of spontaneous epilepsy. To explore the cellular and molecular characteristics underlying spontaneous epileptic memory impairments, we generated a transcriptomic atlas of the hippocampus in *CDK5^f/f^* mice and *Cdh5‐CreERT2;CDK5^f/f^* mice. We identified the transcriptional alterations underlying the dysregulation of epilepsy‐ and synapse‐related gene changes in the hippocampus and unveiled synapse‐related protein aberrations associated with epileptic memory impairments. Moreover, VPA or PHT co‐administration rescued impaired hippocampal synaptic plasticity, resulting in memory improvement. Overall, our study describes a mechanism of memory deficits in epilepsy and identifies new effects of VPA on synapses, which provides new insights into preventive or therapeutic interventions for epileptic memory deficits. In the future, the study of the neuronal circuit mechanism of memory dysfunction in vasogenic epilepsy and the pharmacological regulation of targeting this neural circuit will promote the treatment of this disease.

## 4 MATERIALS AND METHODS

### 4.1 Experimental animals

Mice were housed under the condition of a 12‐h light/dark schedule with a controlled atmospheric environment (22°C ± 1°C, 40%–60% humidity) and had free access to standard diet and water. Certain experimental operations were applied to the animals following at least 1 week of acclimation to their habitat. All animal studies and experimental procedures were approved by the Animal Experimentation Committee at Nanjing Medical University in China (1804007).

The generation of endothelial‐specific *CDK5* knockout mice applied LoxP/Cre strategy. To construct *Cdh5‐CreERT2;CDK5^f/f^* mice, endothelial tamoxifen‐inducible driver *Cdh5‐CreERT2* mice (acquired from Prof. Ralf Adams, Max Planck Institute, G¨ottingen, Germany) were crossed with mice with a loxP‐flanked *CDK5* gene (stock no. 014156; The Jackson Laboratory). Cre activity would be induced at 4 weeks by tamoxifen injections (Sigma‐Aldrich, 0.1 mg/g bodyweight, intraperitoneal), as described previously.^16^

### 4.2 Behavioral analysis

Mice at 4 weeks (2‐month‐old mice) and 20 weeks (6‐month‐old mice) after tamoxifen treatment were used for the experimental procedures. Homologous *CDK5^f/f^* mice were treated as the control group. Y‐maze, novel object location test, and novel object recognition test were performed.

#### 4.2.1 Y‐maze test

Spontaneous alternation behavior of *Cdh5‐CreERT2;CDK5^f/f^* mice relative to *CDK5^f/f^* mice was recorded for spatial memory evaluation in the Y‐maze task, as described previously.^47^ Briefly, mice were placed at the end of one arm of the apparatus with three identical black plexiglass arms (length: 50 cm, width: 16 cm, height: 32 cm) to allow them to freely explore the three arms of the maze during an 8‐min session. An alternation was defined by every three different choices through recording the sequence of arm entries visually. The calculation of discrimination index (%) was (actual alternations/maximum alternations) × 100.

#### 4.2.2 Novel object recognition test

An object recognition task on the basis of the mice tending to discriminate between familiar and novel objects was carried out according to a previously validated method to evaluate recognition memory.^48^ Two same objects (A and B) were placed in symmetric positions in the chamber (50 × 50 × 60 cm) center. During the acquisition phase training, mice were put into the chamber to explore the objects (A and B) for 5 min. Two hours later, exploratory behavior was assessed for 5 min after a novel object C replacing object B. The discrimination index (%) was calculated as Times of exploring novel (C)/Total times of exploring (A+C).

#### 4.2.3 Object novel location test

To test the spatial memory of mice, two same objects (A and B) were placed in symmetric positions in the chamber (50 × 50 × 60 cm) center. During the acquisition phase training, mice were made to explore in the chamber for 5 min. The position of object B was changed to the diagonal area of object A 2 h after the acquisition phase training, then the mice were put into the chamber to explore the objects for 5 min. The discrimination index (%) was calculated as Times of exploring novel (B)/Total times of exploring (A+B).

### 4.3 EEG recording

EEG recording could be used to monitor spontaneous seizure activity as reported previously.^16^ In brief, bipolar twisted stainless steel electrodes (0.2 mm in diameter; Plastics One) were placed bilaterally in hippocampus CA1 region (−2.0 mm rostral to bregma, ±1.5 mm to midline, and 1.5 mm ventral to bregma) of the mice. Then, the electrodes were connected into a hole through a plastic pedestal (6 Channel, Plastics one), followed by being fixed to the skull with dental cement. After a week of recovery, EEG recording was conducted using a Vanguard system (Lamont) continuously in freely moving mice at a sampling rate of one utilizing a high‐frequency filter of 70 Hz for 24 h. The definition of epileptic seizures was field potentials two‐fold greater than the basal potential following durations longer than 10 s. Raw recording data were analyzed by Labchart 8 software.

### 4.4 Drugs administration

VPA (valproic acid sodium salt, Sigma P4543) and PHT (phenytoin sodium, Sigma D4505) were procured from Sigma‐Aldrich, Co., St. Louis, MO, USA. After EEG recording, the epileptic mice were screened for intraperitoneal injection of VPA (300 mg/kg/day) individually or VPA (300 mg/kg/day) + PHT (30 mg/kg/day) combined administration for 7 days consecutively. Then, EEG and memory‐related behavioral tests were performed.

### 4.5 Immunohistochemistry

Immunohistochemistry was performed as previously described.^47^ After fixation in 4% PFA at 4°C, overnight, the brain was fully preserved in 30% sucrose PBS solution for cryoprotection. Then, 40‐μm slices from the brains were cut in a frozen microtome equipment later. The slices were permeabilized with 0.1% Triton X‐100 for 15 min, then blocked in 5% bovine serum albumin (BSA) for another hour at room temperature. For immunolabeling, the slices were incubated with indicated primary antibodies: anti‐CaMKII (1:300, Fukunaga et al., 1988), anti‐phospho‐Thr286‐CaMKII (1:300, Fukunaga et al., 1988), anti‐calcineurin (1:300, Fukunaga et al., 1988), anti‐MAP2 (1:1000, Millipore, Cat# 05‐346), anti‐NEUN (1:500, Millipore, Cat# ABN78), anti‐phospho‐Ser603‐Synapsin1 (1:300, Millipore, AB5583), and anti‐PSD95 (1:300, Thermo, MA1‐045). After incubation for two nights at 4°C, slices were incubated with Alexa Fluor 488‐conjugated anti‐mouse IgG (1:300, A21202, Life Technologies) and Alexa Fluor 594‐conjugated anti‐rabbit IgG (1:300, A21207, Life Technologies) for 1 h at RT. Using Zeiss LSM 800 confocal microscope for images and fluorescence values and co‐localization were later analyzed with ImageJ software.

### 4.6 Western blot analysis

Western blot analysis was performed as previously described.^49^ It has been reported that memory spatiotemporal alterations manifest differently in circuits in different subregions of the hippocampus, but are fully integrated in the CA1 neuronal network as independent, multiplexed representations.^50^ Therefore, we extracted total extracts of the whole tissue of the hippocampal CA1 region for the detection of related protein indicators. In brief, samples containing equivalent amounts of protein were separated by SDS‐PAGE (10%–12%) and transferred onto PVDF membranes (Millipore). The primary antibodies were listed as follows: phospho‐Thr286‐CaMKII (1:3000, Fukunaga et al., 1988), CaMKII (1:3000, Fukunaga et al., 1988), anti‐phospho‐Ser603‐Synapsin1 (1:1000, Millipore, AB5583), anti‐Synapsin1 (1:1000, Fukunaga et al., 1988), anti‐PSD95 (1:5000, Thermo, MA1‐045), anti‐NMDAR1 (1:1000, Abcam, ab109182), anti‐NMDAR2B (1:1000, Alomone, AGC‐003), anti‐phospho‐Ser831‐GluR1 (1:1000, Millipore, 04‐823), anti‐GluR1 (1:1000, Santa Cruz, SC‐7608), and GAPDH (1:5000, Cell Signaling Technology, Cat# 2118). EZ‐ECL Chemiluminescence Detection Kit was used to visualize immunoreactive proteins (Biological Industries). Quantification of the bands was performed using ImageJ software (US National Institutes of Health). GAPDH was used as an internal control.

### 4.7 RNA‐seq data analysis

According to false discovery rate (FDR), differentially expressed genes (DEGs) were selected (value <0.05). Heatmaps were produced using the R package heatmap. FPKM values were *z*‐scaled and used as input data for heatmap. We used R package Venn diagram to fetch the intersection of *CDK5* CKO sequencing data, GSE80312 and GSE128300.^51^, ^52^, ^53^ Gene Ontology‐biological process (GO‐BP) and Gene Ontology‐cellular component (GO‐CC) terms were enriched and visualized using the R package cluster Profiler.^54^ *p*‐Value <0.05 was set as the cutoff value for the enrichment analysis. STRING database (www.string‐db.org) was used to predict protein–protein interaction (PPI) network of DEGS of synapse organization term.^55^

### 4.8 Real‐time quantitative PCR

In order to validate the mRNA levels of differentially expressed genes obtained by RNA‐seq analysis, brain hippocampus tissues were dissected. The total RNA of the samples was extracted using RNAiso Plus (Takara, Shiga, Japan), as described previously.^56^ First strand cDNA was synthesized by reverse transcription with 500 ng total RNA using the Prime Script RT reagent Kit Perfect Real Time (Takara) driven by indicated primer pairs in a 20‐μl reaction system according to the manufacturer's instructions. qRT‐PCR was performed with a Mastercycler ep realplex (Eppendorf, Hamburger, Germany) in 96‐well plates using SYBR Premix Ex Taq (Takara) to detect the mRNA expression level of 23 DEGs. The primer sequences are provided in Table S1. PCR condition is 95°C for 2 min, 40 cycles of each 95°C for 15 s, 55°C for 15 s, and 68°C for 25 s. Melting curve analysis was performed with the default settings on the instrument from 50°C to 85°C. Commercial software was used to calculate the RNA expression *C*_t_ values automatically. β‐actin or GAPDH was used as an internal control. Data were expressed relative to a calibrator using the 2‐(DD*C*_t_) ± s formula.

### 4.9 Statistical analysis

Statistical analysis was performed using GraphPad Prism 6 (GraphPad Software, San Diego, CA, USA). An unpaired two‐tailed Student's *t*‐test was used for datasets, including two mere independent groups. For multigroup comparisons, one‐way ANOVA was performed by Tukey's multiple comparison test. Two‐way ANOVA followed by Bonferroni's multiple comparison test was performed. Data results were presented as means ± SEM and *p* < 0.05 was considered to be statistically significant.

## CONFLICT OF INTEREST

The authors declare no competing interests.

## AUTHOR CONTRIBUTIONS

ZM.L., XX.L. contributed equally to this work, conducted experiments, analyzed data and write articles, C.L., ZC.W., Y.S. and HY.S. conducted behavioral analysis and data collation, X.C., Y.Z., JW.L., RF.Z. analyzed of transcriptomic data, BH.H., WF.Y., D.H., GJ.J and T.S. assisted with the experiments and reviewed paper. L.Z., F.H., YM.L. designed and coordinated the experiments, supervised the work, reviewed and edited paper.

## ETHICS APPROVAL

All animal studies and experimental procedures were approved by the Animal Experimentation Committee at Nanjing Medical University in China (1804007).

## Supporting information

SUPPORTING INFORMATION

## Data Availability

The RNA‐seq data generated in this study are available at NCBI’s Gene Expression Omnibus GEO database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi; accession # GSE198170). The other datasets are available from the corresponding authors upon reasonable request.

# Supplementary material for: Decreased synapse‐associated proteins are associated with the onset of epileptic memory impairment in endothelial CDK5‐deficient mice
**Source:** MedComm (2020). 2022 Jun 20;3(3):e128. doi: 10.1002/mco2.128
**Supplement:** Supplementary file 1 — SUPPORTING INFORMATION

**Decreased synapse-associated proteins are associated with the onset of epileptic memory impairment in endothelial *CDK5*-deficient mice**

Zheng-Mao Li^1#^, Xiu-Xiu Liu^1#^, Chen Li^1^, Zhao-Cong Wei^2^, Yi Shi^2^, Heng-Yi Song^1^, Xiang Chen^1^, Yu Zhang^1^, Jia-Wei Li^3^, Rui-Fang Zhu^3^, Ben-hui Hu^4^, Wei-Feng Ye^5^, Da Huo^1^, Guo-Jun Jiang^6^, Takuya Sasaki^7^, Li Zhang^8^, Feng Han^1,8,9*^, and Ying-Mei Lu^2,8*^

^#^The authors contributed equally to this manuscript.

**Supplementary Materials**

**Table 1 The primer sequence of the differential genes obtained by RNA-Seq**

**screening.**

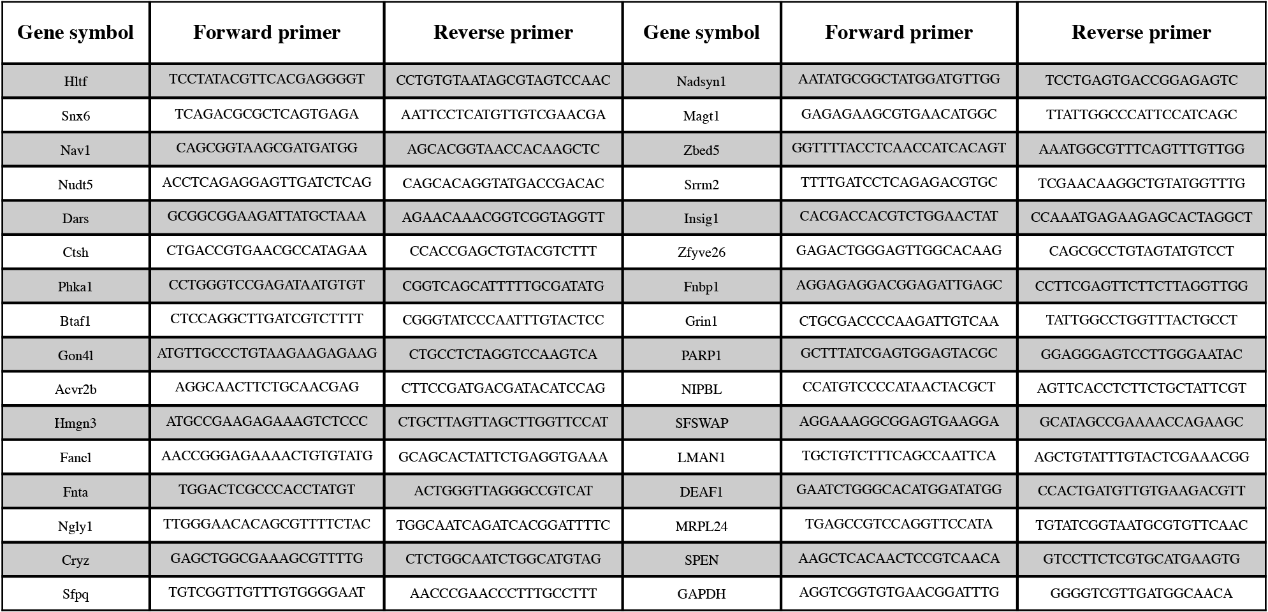

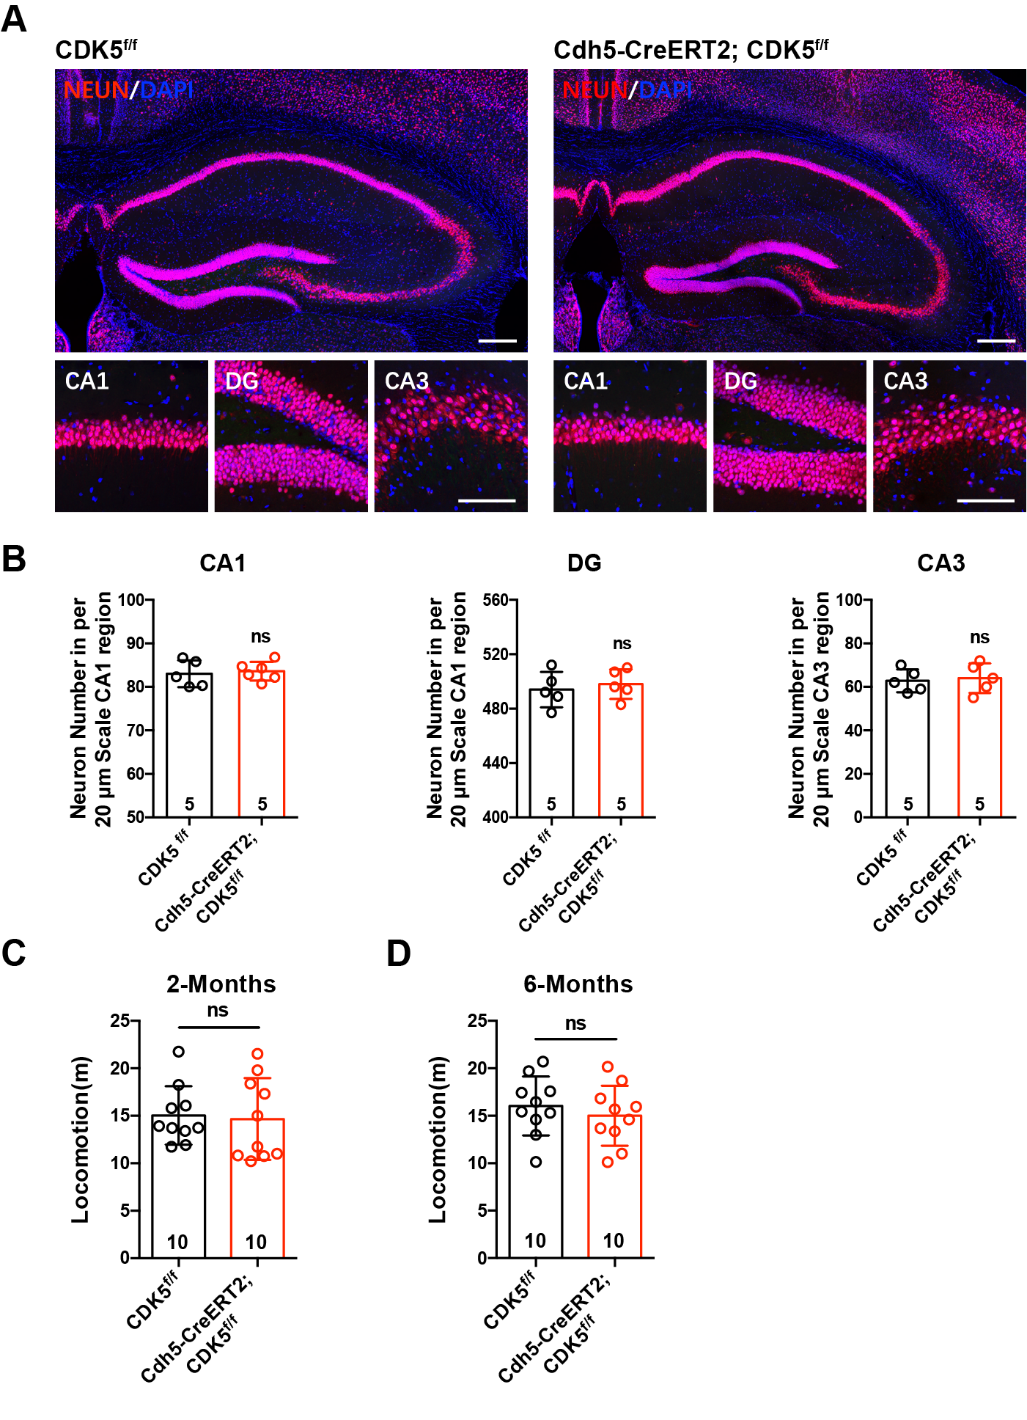

**FIGURE S1 Endothelial CDK5 deficiency did not reduce hippocampal neurons in mice.** Representative NEUN staining (A) and quantification of normalized NEUN intensity (B) in CA1, DG and CA3 regions of mice. (C-D) Total distance statistics in of 2-month-old and 6-month-old mice in free station. Above scale bar, 20μm, below scale bar, 50μm, ns: Not significant.

How the deposited data were processed for this re-analysis (not part of the article)

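RNA-seq of hippocampal tissue was analysed for 2 libraries, 1 from a *CDK5 f/f* mouse sample and 1 from a *Cdh5-CreERT2;CDK5 f/f* mouse sample. The labels do not say how many mice went into each sample. The labels mark the mutant as tamoxifen-treated and the control as untreated, so genotype and treatment differ together. Each column was matched to its library by the label in its name. The paper's heatmaps show several columns per genotype, and libraries other than these 2 were not analysed here.

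The authors deposited raw counts per gene, which sum to 19451827 in the control library and 18900847 in the mutant library, and FPKM for the same genes. Their FPKM equals the count divided by the exonic length in kilobases and by the library total in units of 1e6 counts, to rounding, in all 55573 rows of both libraries. The submitters' processing notes name cutadapt 1.9.1, HISAT2 2.0.1, HTSeq 0.6.1 and DESeq2, without saying which step each made, and they name genome build mm9. The gene coordinates of the table belong to GRCm38 instead: of 55480 identifiers shared with GENCODE release 21 of the mouse, 55304 have the same start and end. Coordinates are given here as the table gives them. Whether counting used strand, and how reads with several matches were treated, is not given in the sources used here, so overlapping genes and genes with near-identical copies are uncertain. The table also holds 27 gene symbols turned into dates, which were left as they are, and 241 rows that share a symbol with another row, of which the row with more counts was used.

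The deposited FPKM values were used as log2(FPKM + 1), and the log2 ratio of the mutant library over the control library was computed for genes with an FPKM of at least 1 in at least one library. The pseudocount of 1 makes the ratio of weakly expressed genes smaller. A gene past 1.5-fold on this scale was counted as higher or lower. For single genes, the ratio of counts per library total was given with the exact conditional 95% interval from the binomial distribution (Clopper-Pearson). It covers counting error only. The log2 ratio of each named gene was also placed, as a percentile, among those of the 500 genes nearest in mean expression. Genes with 0 counts in 1 library are given as counts. With 1 library per genotype there is no test between genotypes and no p-value. For each of 37 gene lists, fixed before the data were examined, and for the Gene Ontology terms the study names, the median log2 ratio was placed among 10000 random lists matched in 20 bins of mean expression. The lists cover cell types of the hippocampus and its neighbours, synaptic proteins, epilepsy genes, pathways around genes of the study, and signs of RNA quality, sex and dissection.

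The rule for the genes named, the thresholds, the lists and the alternatives in the closing section were also set at that point. The named genes are those in the paper's text and in Figs. 4D and 5D, whose heatmaps had been seen, the 10 highest and 10 lowest log2 ratios among genes with an FPKM of at least 5 in either library, leaving out predicted genes and pseudogenes, and in each list up to 4 members with the largest ratios. Other genes named were chosen after their values were seen. The steps were tested on simulated data, with counts drawn from the mean share of each gene in the 2 libraries. The simulation held counting error only, without differences between mice, dissections or read mapping. It had 14455 genes above the FPKM minimum, and the changed genes were drawn from those with at least 100 counts. Past 1.5-fold were 92% of genes changed 2-fold and 98% of genes changed 3-fold, against 0.0158% of unchanged genes with at least 100 counts. That last share is therefore not the rate of false calls between mice. The exact interval held the true ratio for 96% of unchanged genes.

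Near-identical copies were searched with BLAST 2.17.0 for the genes past 1.5-fold with at least 100 counts, using all annotated transcripts of each against all transcripts of GENCODE M21. A copy is another gene that does not overlap it and matches at 95% identity over at least 200 bases and 50% of the shorter transcript. An earlier length rule, 50% of the transcript searched with, missed pairs such as *Ndufs5* and *BC002163* and was replaced after its result had been seen, as was a search with the longest transcript of each gene alone. Positions were scanned in windows of 20 Mb moved by 5 Mb, against 1000 random reassignments of the ratios among genes of similar expression. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The RT-PCR, Western blot, EEG and behaviour data, and the epilepsy and memory data sets that the study crossed with its own, were not analysed here.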

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

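The tests of explanations in this part, the further choroid plexus and X-linked lists and the scan along the chromosomes were chosen after the results were seen.

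Choroid plexus markers, which the paper does not discuss, had a median log2 ratio of 2.36 in the mutant library, and 13 of 13 were past 1.5-fold higher. *Ttr* alone made up 0.0144% of the counts in the control library and 0.416% in the mutant library, and 6 of the markers reach an FPKM of 1 in the control library too. A larger amount of choroid plexus in the dissected sample predicts that other genes of this tissue are higher too. In a further list of 14 genes, 13 were measured and 100% of these were past 1.5-fold higher, with *Tmem72* at 37 and 1146 counts and *Slc13a4* at 144 and 694. Some, such as *Tmem72* (FPKM 0.11 in the control library), count as measured only through the mutant library, which favours a higher ratio. Others, such as *Igfbp2* (FPKM 20.1 and 57.7) and *Slc13a4* (1.63 and 8.11), reach the minimum in both. Reads shared with near-identical copies are argued against, since a near-identical copy was found for 0 of the 13 markers. An effect of the genotype, of tamoxifen or of sex on this epithelium cannot be told apart from a difference in dissection, because there is 1 library per genotype.

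*Xist* had 15070 counts in the control library and 34 in the mutant library, whereas *Ddx3y* had 0 and 771 counts and *Uty* 0 and 287. Mice of different sex in the 2 samples, female for the control and male for the mutant, are a candidate explanation: of 4 X-linked genes that escape inactivation, which females express from both copies, 3 had counting intervals below 1 in the mutant library, and the median ratio was 0.728. A pool of both sexes in the mutant library is argued against, since *Xist* stood there at 0.232% of its control level (interval 0.161% to 0.325%). Of the 343 genes past 1.5-fold with at least 100 counts, 14 lie on chromosome X or Y. Sex effects on genes of the other chromosomes cannot be told apart from effects of the genotype. With 1 library per genotype, any difference in sex goes along with the genotype, and this covers every gene described beside the claims.

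On chromosome 4, 18 of the 213 genes with at least 100 counts between 125 and 145 Mb were at least 1.5-fold lower in the mutant library and 2 were higher. The highest window in 1000 random placements held 10 lower genes, which argues against chance placement of genes taken singly. The placements moved each gene on its own, whereas some lower genes are neighbours, such as *Dcdc2b*, *Iqcc* and *Ccdc28b*. If neighbours differ together, windows with many lower genes are more frequent than these placements show. Without genes that have a near-identical copy, 16 lower genes were left against at most 8 at random, so shared reads do not account for the whole stretch. A chromosome segment of another mouse strain in one library may lower counts by mismatches to the reference, or move them both ways by linked variants. The 2 higher genes do not decide on the second. Their bar, 14 in the highest random window, was taken over all chromosomes, so a moderate excess in this window would not reach it. The files hold no variants either, so a strain segment cannot be told apart from a regional difference in expression, which was not tested.

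Other signals in genes that the paper does not discuss are given as values. Immediate early genes had a median log2 ratio of -0.43 (percentile 0 among random lists). Nuclear genes of oxidative phosphorylation had a median of 0.0636 (percentile 99.97) and mitochondrially encoded genes a median of -0.12 (percentile 0.44). Heat shock genes had a median of 0.24 (percentile 99.99). The pituitary hormone genes *Prl* and *Gh* had 236 and 70 counts in the control library and 0 counts in the mutant library. *Gh* and the 2 further pituitary hormone genes looked up were named after the values of *Prl* were seen: *Cga* had 9 and 0 counts, and *Pomc* 13 and 18 (ratio 1.42, interval 0.660 to 3.16).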

How the results depend on the processing

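No paired analysis was possible because each genotype has 1 library, and for the same reason no library could be left out in turn. With pseudocounts of 0.1 and 0.01 and on the median-centred, trimmed mean and TPM scales, the ratios of *Cdk5*, *Grin1*, *Bdnf*, *Btaf1*, *Phka1*, *Nav1* and *Magt1* and of the blotted proteins' transcripts stayed within their counting intervals, although *Gria1*, at 0.01, changed sign on the TPM scale. The tallies of 21 and 6 genes in the direction of the heatmaps did not change, and no gene of either heatmap was past 1.5-fold under any of them. The count of genes past 1.5-fold was 1006 (539 higher, 467 lower), and 1736 (929 and 807) with a pseudocount of 0.1, 1834 (986 and 848) with a pseudocount of 0.01, and 1557 (828 and 729) on the TPM scale. It fell to 293 (167 and 126) at an FPKM of at least 5, to 440 (239 and 201) at 2-fold and to 431 (270 and 161) without predicted genes, pseudogenes and mitochondrially encoded genes. Chosen after seeing the data, 343 (229 and 114) had at least 100 counts, 669 (of which 289 lower) had a counting interval that excludes 1, and 255 (177 and 78) had at least 100 counts and no near-identical copy. Of 234 alternative list medians, 220 stayed within counting error. Choroid plexus markers had medians of 3.02 (pseudocount 0.1), 2.95 (TPM) and 2.68 (FPKM of at least 5), and sex-linked transcripts, with a median of 1.80, had 4.46 (pseudocount 0.1), 3.35 (TPM), 1.57 (all genes above 0) and 3.15 (FPKM of at least 5). MHC class I genes had a median of 0.20 (percentile 98.2) that turned to -0.00323 at an FPKM of at least 5, where 4 genes are left. At that minimum the medians also moved to 0.36 for mural cell markers, 0.0291 for CA1 pyramidal cell markers, 0.19 for thalamic and cortical neighbour markers, -0.0648 for NMDA receptor subunits and 0.10 for the reference genes of the paper's assays, with fewer members measured. Beyond the number of genes left, the cause of these shifts was not tested. For 13 genes annotated to synapse organization the TPM scale gave -0.0803. With 10 bins of mean expression, endothelial markers moved from percentile 2.73 to 2.35 and interneuron markers from 97.7 to 97.0. Other lists crossed the bounds of the middle 95% of random lists under other settings. At an FPKM of at least 5, dentate granule cell markers moved from percentile 1.38 to 21.7, GABA-A receptor subunits from 1.87 to 8.38, MHC class I genes from 98.2 to 42.9, microglia markers from 9.46 to 0.05, postsynaptic scaffold genes from 2.71 to 0.92, CaMKII and calcineurin genes from 4.15 to 1.65 and mural cell markers, with 3 left, from 87.6 to 99.54. Interneuron markers were at 96.1 there and at 96.8 with a pseudocount of 0.1, and endothelial markers were at 2.05 with all genes above 0. With all genes above 0, dentate granule cell markers were at 16.8, MHC class I genes at 72.3 and microglia markers at 0.96. On the TPM scale, interneuron markers were at 96.7, endothelial markers at 2.44 and postsynaptic scaffold genes at 2.46.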

Differences from the paper's values

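The paper reports 55573 robustly expressed genes, and here 13352 genes had an FPKM of at least 1 in both libraries. The paper's text states no threshold for this count, and the number equals that of all gene rows of the table, of which 28479 hold no count in either library. Both alternatives set before the data were examined also differ from the paper's value, with 19540 genes at an FPKM of at least 0.1 and 15424 at an FPKM of at least 0.5. The paper's counts of differentially expressed genes were selected by a false discovery rate and were not set beside the counts of genes past 1.5-fold, which are another measure.

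In Fig. 4D, 21 of the 23 genes had the direction of the heatmap here. The exceptions were *Magt1*, shown as lower and stated in the text to be decreased by RT-PCR, with a ratio of 1.11 (interval 0.944 to 1.31), and *Hmgn3*, shown as higher, with a ratio of 0.963 (interval 0.869 to 1.07). Both intervals include 1. *Btaf1*, *Phka1* and *Nav1* had the direction the paper gives, at ratios of 1.08, 1.07 and 1.26.

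In Fig. 5D, 6 of the 38 genes had the direction of the heatmap here and 32 had the other direction. The paper's text gives 13 genes as decreased and 25 as increased, without naming them. In the heatmap, as read by eye, 13 are higher and 25 lower in the mutant. If groups of equal size are the same genes, the text reverses the heatmap and the 32 genes have the direction of the text. Among the 32 are *Grin1* (ratio 0.984) and *Bdnf* (ratio 1.06), whose direction the text does state, from RT-PCR. Their intervals include 1.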

Other observations

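Several gene groups outside the claims were described in the same libraries. Of 15 astrocyte markers none was past 1.5-fold, with *Slc1a2*, the glutamate transporter GLT1, at 54180 counts in the control library and 44163 in the mutant library (ratio 0.839, interval 0.828 to 0.85) and *Glul*, glutamine synthetase, at a log2 ratio of 0.25. Among 13 reactive astrocyte genes, *Gfap* had a ratio of 0.842 (interval 0.818 to 0.867) and *Serpina3n* a log2 ratio of -0.47, whereas *Lcn2*, which encodes lipocalin-2, had 19 and 333 counts (ratio 18.0, interval 11.4 to 30.3), and *Hspb1* was past 1.5-fold higher. The ratio of *Lcn2* lies among those of choroid plexus markers such as *Folr1* (15.8) and *Kcnj13* (21.1), and which cells its counts come from was not tested. The list's median was -0.06 (percentile 22.4), and 0.06 for its members with an FPKM of at least 5. Of 15 microglia markers 11 had ratios below 1, and *Aif1* was past 1.5-fold, at a log2 ratio of -0.70. Their median was -0.06 (percentile 9.46), and -0.15 (percentile 0.05) for the 12 with an FPKM of at least 5. Myelin genes (median 0.03), oligodendrocyte precursor markers (-0.05), CA1 markers (-0.03), CA2 and CA3 markers (-0.02), mural cell markers (0.08) and thalamic and cortical neighbour markers (0.08) lay within the middle 95% of random lists, apart from mural cell markers with an FPKM of at least 5, of which 3 are left. In the CA1 list *Wfs1* was past 1.5-fold higher, with 2422 and 3871 counts (ratio 1.64, interval 1.56 to 1.73).

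*Cxcl1* had 2 counts in each library and *Cxcr2* had 0 counts in both, which leaves the chemokine pair that the paper's introduction names from earlier work near or under the limit of this depth. The 3 measured members of the CXC family and its receptors had a median log2 ratio of -0.15, which turned to 0.04 with all genes above 0. Of 9 MHC class I genes, *H2-T23* had 1 and 102 counts, *H2-T22* 26 and 187 and *H2-K1* 107 and 307 (with a near-identical copy in *H2-D1*, at 986 and 926), whereas *B2m*, which encodes their shared light chain, had a log2 ratio of -0.41. *H2-T22* and *H2-T23* also have near-identical copies, *H2-T10* with 74 and 53 counts and *H2-T-ps* with 0 and 6. Both genes stay past 1.5-fold once these are added. Red blood cell genes had a median of 0.12, with *Hba-a2* at 61 and 18 counts and *Hbb-bt* at 64 and 101, past 1.5-fold in opposite directions. With its abundant near-identical copy *Hbb-bs* (904 and 885 counts), *Hbb-bt* adds up to 968 and 986, which the copy alone can bring about. Copies of *Hba-a2*, with under 100 counts, were not searched. *Cdk5* and its activators had a median of 0.03.

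GAPDH was the reference protein of the paper's blots, and the paper names beta-actin or GAPDH as the internal control of its RT-PCR. *Gapdh* had 234 and 344 counts (ratio 1.51, interval 1.28 to 1.79). Its near-identical copy *Gm13394*, named after its values were seen, had 10094 and 5919 counts (ratio 0.603, interval 0.584 to 0.623). How reads were divided between them is uncertain, and these counts give no measure of the protein. With the counts of all copies found, *Gm13394* and *Gapdh* add up to 10522 and 6653, which is still past 1.5-fold lower. Of the 343 genes past 1.5-fold with at least 100 counts, 88 had a near-identical copy, and 64 of these were within 1.5-fold once the counts of the copies were added. The copy search and its length rule were chosen after the data were seen. For 56 of the 64 it can follow from adding an abundant copy alone, so that it says little about shared reads. For 28 genes the sum would still be past 1.5-fold had the copies not differed, and of those 8 were within 1.5-fold after adding and 20 were not. Some of the 20, such as *Rdh5* and *Ormdl2*, have copies with 0 counts in both libraries, so that adding them could change nothing. The 8 include both members of the pair *Ndufs5* and *BC002163*. These numbers therefore do not measure how often shared reads account for such genes. In the clearest pair, *Ndufs5* had 797 and 39 counts and its copy *BC002163* 8 and 771, which add up to 805 and 810.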
